A study of Homo sapiens with 12 samples. Its data were reported in "DUSP6 inhibition overcomes neuregulin/HER3-driven therapy tolerance in HER2+ breast cancer" (2024).

How the data were processed

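BT474 is an established HER2-positive human breast cancer cell line, and lapatinib is an inhibitor of the HER2 and EGFR kinases. The cells were kept in 1 µM lapatinib, and mRNA was sequenced from 4 groups of 3 libraries each. Control is the group at day 0, the drug-tolerant persisters (DTP) were taken at day 9, the drug-tolerant expanded persisters (DTEP) at month 6 and the long-term resistant cells (LR) at month 9. Groups and replicate numbers were taken from the sample labels. The treatment label of the Control libraries is the same as that of the other groups, lapatinib at 1 µM, and they were read as untreated because their titles name them Control at day 0. The authors call the libraries of a condition technical replicates, and elsewhere describe cultures kept side by side, so the libraries of a group may not be independent derivations.

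The authors made stranded mRNA libraries, aligned the reads to hg38 with Rsubread and assigned them to RefSeq gene models with the default settings of that package. Default settings of that counter ignore the strand, so genes that overlap on opposite strands can share or lose reads. The deposited table holds a normalized signal per gene and library. Its scale was settled from the values. All 199680 values above 0 (100%) were whole multiples of the smallest value of their library, with a largest distance from a whole number of 1.2e-09, so whole reads were recovered for every library. The scaling applied by the authors equalled CPM (counts scaled to one fixed total per library) of the library size multiplied by a trimmed-mean (TMM) factor, which edgeR 4.0.16 recomputed from the recovered reads with the same result in all 12 libraries. Values are given on this scale below and are called normalised read counts.

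The depth was 16383363 to 25030482 assigned reads per library. A single read was worth from 0.0412 to 0.0576 normalised read counts. A library without a read for a gene allowed a level of up to 3 reads, which is 0.124 to 0.173 normalised read counts. Such limits cover counting error only, since the reads carried no molecular identifiers. The table listed 26485 genes, of which 6104 had no read in any library and 1016 had no Entrez identifier. Gene identifiers were matched to RefSeq coordinates on GRCh38.p14, the same build as hg38, for 25356 genes.

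Differential expression was tested in R 4.3.3 with limma 3.58.1, on log2(value + 1). The study also used limma on logarithms of the values with 1 added, and the base, the filter and the trend are choices made here. A linear model without covariates was fitted to all 12 libraries together, with moderated variances that follow a trend with expression. Genes with a value of at least 1 in at least 3 libraries were tested, which left 13794 genes. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes of each of the 5 comparisons. A gene was called at an adjusted p below 0.05 and an absolute log2 change above 2. Because 1 is added before the logarithm, a log2 change understates the change of genes with low values. A fold against a group whose libraries all had 3 reads or fewer is a lower bound computed against that limit. A total of 8 gene lists, written before the data were examined, were tested in the 3 successive transitions with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 24 tests, and with fry as a second test. A correlation of 0.01 treats the genes of a list as nearly independent. Where those genes vary together between libraries, camera p-values overstate the evidence. The lists cover E2F and FOXM1 targets, proliferation, interferon-stimulated genes, estrogen response, ERK output, MYC targets, phosphatases and the ERBB2 amplicon. The ERK output and phosphatase lists share 2 genes, and no other pair of lists shares any.

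The genes named were chosen by a rule fixed before the data were examined. It took the 3 called genes with the largest and the 3 with the smallest log2 change in each of the 3 transitions, among genes whose groups did not overlap. The phosphatases, ERBB receptors and neuregulins that the study followed were named besides. So were FOXM1, E2F1, PLK1, CCNB1, CCNE2 and CDC6, which the study measured in other experiments, and the phosphatase DUSP1. The study also showed selected FOXM1 and E2F1 target genes from these libraries, and described FOXM1 as lower in DTP and higher in DTEP cells. The direction of FOXM1 and of such targets here is therefore not independent evidence. Any other gene is said to have been chosen after its values were seen.

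The steps were tested on simulated reads drawn from the means and depths of the real libraries. With 200 genes changed by known factors, limma recovered 200 of 200 with 2 false calls among 13407 genes tested, edgeR made 3 false calls and DESeq2 made 5. Whole reads were recovered for 100% of the simulated values. In a comparison without any simulated change, limma and edgeR called 0 genes and DESeq2 called 1. The simulated changes were large and confined to abundant genes, so their recovery says little about smaller changes or low genes. The simulated spread was the same in all groups, whereas the real median SD (log2 scale) was 0.07 in Control and 0.33 in DTEP. False calls between groups of unequal spread were therefore not tested.

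The alternatives were a pseudocount of 0.1 or 0.5, no filter or a mean of at least 5, moderation without a trend, only the 6 libraries compared, rescaling by TMM or by median-of-ratios factors, the replicate number as a block, edgeR's quasi-likelihood test and DESeq2 1.42.0 on the recovered reads, an absolute log2 change above 1, fry in place of camera, and each of the 12 libraries left out in turn. A log2 change between group means in place of a difference of mean log2 values was added after seeing the data, and some of its counts equal those of the study where the main fit gives others. Figures were drawn with matplotlib 3.10.9. Raw reads, the second cell line and the other experiments of the study were not analysed here.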

Results

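mRNA was sequenced from BT474 cells at day 0 and at 3 later times of a lapatinib treatment, with 3 libraries each of Control, DTP, DTEP and LR cells. Here n counts libraries, so SDs and p-values do not cover the spread between independent derivations of a group. Depth was 18619398 to 22022737 assigned reads in Control, 16383363 to 19233496 in DTP, 17784573 to 25030482 in DTEP and 18839798 to 24545527 in LR libraries. The largest share of reads taken by a single gene was 3.39%, for IGFBP5, named after its values were seen, in LR replicate 1. The spread between replicates differed between groups. The median SD of a gene on the log2 scale was 0.07 in Control, 0.17 in DTP, 0.33 in DTEP and 0.20 in LR. Pearson's r between libraries of a group, computed across genes, which are not independent replicates, was 0.997 to 0.998 in Control, 0.983 to 0.996 in DTP, 0.934 to 0.982 in DTEP and 0.971 to 0.984 in LR. DTEP replicate 3 had an r of 0.971 to 0.986 with the LR libraries and of 0.934 to 0.962 with the other DTEP libraries. No pair of replicates was as alike as sampling noise alone allows, since the smallest chi-square per gene was 1.71, between Control libraries. The labels give no sequencing date or batch, so no batch effect was tested.

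To ask which transcripts change as the cells enter drug tolerance, resume growth and become resistant, successive groups were compared. In DTP against Control cells, 140 genes were higher and 538 were lower among the 13794 genes tested (limma, adjusted p below 0.05 and absolute log2 change above 2). In DTEP against DTP cells, 1122 genes were higher and 969 were lower. In LR against DTEP cells, 31 genes were higher and 63 were lower. Against Control cells, 611 genes were higher and 855 lower in DTEP, and 694 higher and 1076 lower in LR. The adjusted p alone was passed by 7447, 9412 and 1014 genes in the 3 successive transitions. In DTP against Control, all 140 and 538 called genes had non-overlapping groups, as did 1120 and 969 in DTEP against DTP and 31 and 61 in LR against DTEP. Chance gives such a separation for 10% of unchanged genes. The called genes were selected by their change and adjusted p, so that rate is no yardstick for them. The threshold on the change moved the first of these counts most, to 1274 higher and 2179 lower genes at an absolute log2 change above 1. The LR against DTEP counts fell to 0 and 0 when the variance was estimated from the 6 libraries compared alone. That fit left 33 higher and 77 lower genes past the log2 threshold at an unadjusted p below 0.05, and its smallest adjusted p (limma) was 0.266. Without DTEP replicate 3, the same comparison gave 92 higher and 214 lower genes, and without DTEP replicate 2 it gave 21 and 4. Leaving out LR replicate 3 gave 48 and 102, and leaving out any of the other 9 libraries gave 27 to 29 higher and 16 to 44 lower genes.

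**Figure D1:**
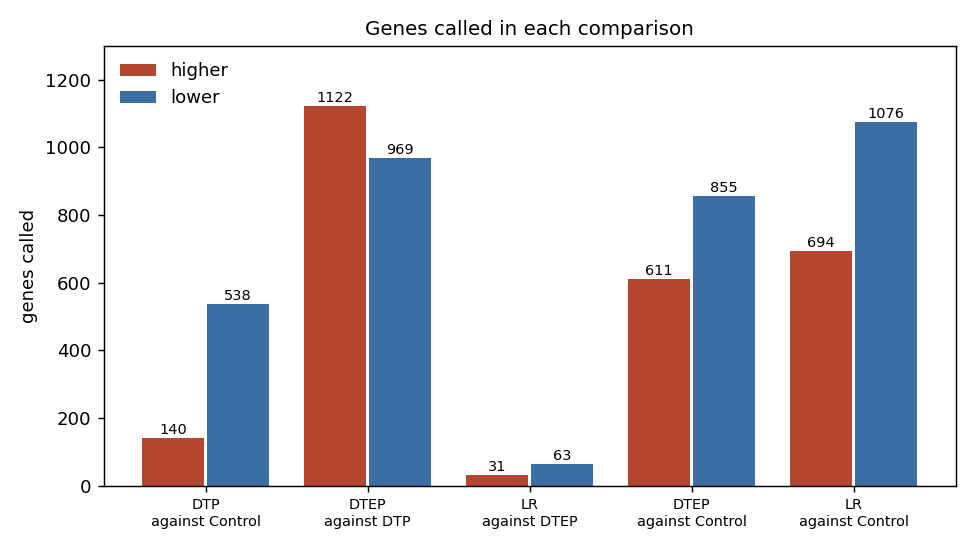
Number of genes called higher (red) and lower (blue) in each of 5 comparisons, at an adjusted p below 0.05 and an absolute log2 change above 2 (limma, 3 libraries per group). DTEP against DTP has the most calls (1122 and 969) and LR against DTEP the fewest (31 and 63).

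From Control to DTP, CYP1A1 (Entrez 1543, chromosome 15, 74719542 to 74725528) rose from 6.97 ± 0.492 to 490 ± 23.5 normalised read counts (mean ± SD, n = 3), a log2 change of 5.95 (SE 0.97, limma adjusted p 0.000359). ALPP (Entrez 250, chromosome 2, 232378751 to 232382889) and PSG4 (Entrez 5672, chromosome 19, 43192702 to 43205638) rose by log2 changes of 5.88 and 5.00, with the uncertainty that both have near-identical paralogs whose reads the counting can split. By the ratio of group means ALPP rose more than CYP1A1, 199-fold against 70.3-fold. RRM2 (Entrez 6241, chromosome 2, 10122568 to 10211010) fell from 279 ± 5.91 to 3.11 ± 0.913 normalised read counts, a log2 change of -6.12 (SE 0.69, limma adjusted p 3.01e-05). MKI67 (Entrez 4288, chromosome 10, 128096659 to 128126423) changed by -5.94 and FAM111B (Entrez 374393, chromosome 11, 59107237 to 59127412) by -5.89 on the log2 scale. The 6 genes were each separated between the groups in all 3 against 3 libraries, which the rule for named genes required.

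From DTP to DTEP, TFAP2B (Entrez 7021, chromosome 6, 50818355 to 50847619) rose from 0 reads in each DTP library to 719 ± 194 normalised read counts (SD, n = 3), at least 4163-fold higher than the limit that 3 reads set (log2 change 9.46, SE 0.18, limma adjusted p 1.8e-11). CLCA2 (Entrez 9635, chromosome 1, 86424171 to 86456553) rose from 1.21 ± 0.554 to 1540 ± 569, and AZGP1 (Entrez 563, chromosome 7, 99966730 to 99976031) from 0.175 ± 0.0765 to 359 ± 73.9 normalised read counts. MUC6 (Entrez 4588, chromosome 11, 1012823 to 1036718) fell from 147 ± 10.2 to 2.35 ± 1.66 normalised read counts, a log2 change of -5.60 (SE 0.30, limma adjusted p 2.86e-08). CXCL14 (Entrez 9547, chromosome 5, 135570679 to 135578991) changed by -5.48 and PLEKHG4B (Entrez 153478, chromosome 5, 92168 to 189966) by -5.22 on the log2 scale. These genes had non-overlapping groups, which the rule for named genes required.

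From DTEP to LR, IFI6 (Entrez 2537, chromosome 1, 27666064 to 27672192) rose from 1.18 ± 0.307 to 117 ± 109 normalised read counts (SD, n = 3), a log2 change of 5.28 (SE 0.55, limma adjusted p 0.00194). IFIT1 (Entrez 3434, chromosome 10, 89392623 to 89406487) and OAS1 (Entrez 4938, chromosome 12, 112906962 to 112933219) rose by 5.12 and 4.56 on the log2 scale. The LR libraries differed widely in these genes, with IFI6 at 239, 86.0 and 27.6 normalised read counts in replicates 1, 2 and 3, and all 3 lay above every DTEP library. TCN1 (Entrez 6947, chromosome 11, 59852808 to 59866487) fell from 192 ± 232 to 0.760 ± 0.533 normalised read counts, a log2 change of -5.45 (SE 1.01, limma adjusted p 0.0136). Its DTEP values were 452, 119 and 6.74, against 3037 ± 80.7 in Control. DOCK2 (Entrez 1794, chromosome 5, 169637275 to 170083382) changed by -4.83 and HSPB8 (Entrez 26353, chromosome 12, 119178931 to 119194746) by -4.70. With only the 6 libraries compared, none of these 6 genes passed the adjusted p (limma, 0.266 to 0.287). TCN1 also lost its call without DTEP replicate 2 (limma adjusted p 0.0730) and without LR replicate 2 (0.0512), and HSPB8 without DTEP replicate 2 (0.0542).

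To find transcripts that are lowered in persisters and return with regrowth, the calls of the first 2 transitions were intersected. Of the 538 genes lower in DTP than Control, 323 (60.04%) were higher in DTEP than DTP. Of the 140 genes higher in DTP, 87 (62.1%) were lower in DTEP. Both comparisons share the DTP libraries, so the changes are negatively related without any effect. In 20 simulations of unchanged groups that share libraries in the same way, r of the changes averaged -0.507 against -0.526 in the data (both across genes), so this r is no measure of a reversal. The comparisons were therefore repeated with no DTP library in both, in the 6 ways of dividing the 3 libraries. Of the genes then lower in DTP, 44.3% to 70.5% were higher in DTEP, against 7.31% to 9.37% of all genes tested. Of those higher in DTP, 50.3% to 63.6% were lower in DTEP, against 6.94% to 7.12% of all genes. With all DTP libraries in both comparisons, edgeR on the recovered reads gave 514 and 266 genes in place of 323 and 87.

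The gene lists followed the same comparisons. The 29 proliferation genes were all lower in DTP than Control (median log2 change -4.18, camera adjusted p 9.91e-17), all higher in DTEP than DTP (4.42, adjusted p 3.38e-12) and all lower in LR than DTEP (-1.41, adjusted p 3.06e-15). The 18 E2F and FOXM1 target genes had the same directions, each in 18 of 18 genes, with medians of -4.12, 4.13 and -1.51 (camera adjusted p 3.96e-12, 4.42e-08 and 9.35e-11). In LR against DTEP the fry adjusted p was 0.00134 for the proliferation genes and 0.00162 for the E2F and FOXM1 targets. The level of E2F1 itself fell from 43.2 ± 2.13 to 3.26 ± 0.785 normalised read counts (SD, n = 3) in DTP and was 160 ± 74.4 in DTEP and 46.0 ± 29.4 in LR, and FOXM1, PLK1, CCNB1, CCNE2 and CDC6 were called lower in DTP and higher in DTEP as well. None of these 6 genes was called in LR against DTEP, where their log2 changes ran from -2.00 for PLK1 to -0.77 for CCNE2. The changes of PLK1, CDC6 and E2F1 lay near the threshold. PLK1 passed under 7 alternatives (pseudocounts of 0.1 and 0.5, edgeR, group means, and without DTEP replicate 3, LR replicate 2 or LR replicate 3), with -2.33 without DTEP replicate 3. CDC6 passed under 4 (both pseudocounts, and without DTEP replicate 3, at -2.41, or LR replicate 3, at -2.47), and E2F1 under 2 (without DTEP replicate 3, at -2.40, or LR replicate 3, at -2.38). Other fits with a library left out weakened the changes, to -1.22 for E2F1, -1.33 for CDC6 and -1.73 for PLK1. The highest limma adjusted p over those fits was 0.166, 0.143 and 0.0343, and over all alternatives 0.301, 0.301 and 0.266.

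Of the interferon-stimulated genes, 34 were tested, and 31 were higher in LR than DTEP (median log2 change 1.76, camera adjusted p 6.97e-21, fry adjusted p 0.00063). Their medians in the earlier transitions were -0.10 (adjusted p 0.703) and 0.05 (adjusted p 0.949) by camera, the last running from 0.0120 to 0.0835 with single libraries left out. Estrogen response genes were lower in DTEP than DTP for 13 of 19 genes (median -3.68, camera adjusted p 0.0264) and lower in LR than DTEP for 17 of 19 (-1.01, or -1.16 with 3 genes at their bound, adjusted p 0.000313). The second median was -0.49 without DTEP replicate 1, still past the adjusted p. In DTP against Control their median was -0.27 (camera adjusted p 0.715), or -0.17 without DTP replicate 3. ERK output genes were lower in DTP for 11 of 15 (-0.86, camera adjusted p 0.0326) and higher in DTEP than DTP for 11 of 15 (1.26, adjusted p 0.0398). The ERK results no longer passed with a filter at a mean of 5 (camera adjusted p 0.131 and 0.0916). The same held when DTP replicate 3 was left out (both 0.0515) or, for DTEP against DTP, DTEP replicate 1 (0.0833). In LR against DTEP the ERK median was -0.43 (camera adjusted p 0.949), and -0.22 without LR replicate 1, -0.25 without LR replicate 2 and -0.27 without DTEP replicate 2. MYC target genes were lower in LR than DTEP for 26 of 27 (-0.78, camera adjusted p 1.24e-05). That median was -0.48 without DTEP replicate 1 and -1.20 without DTEP replicate 3, past the adjusted p in both. In the first 2 transitions their medians were -0.20 (adjusted p 0.374) and 0.12 (adjusted p 0.703) by camera. Without DTP replicate 3 they were -0.105 and 0.21. The second was 0.0288 without DTEP replicate 2, 0.0392 without DTEP replicate 1 and 0.47 without DTEP replicate 3 (adjusted p 0.0181). The ERBB2 amplicon genes, neighbours of ERBB2 on chromosome 17, were lower in DTEP than DTP for 19 of 20 (-2.99, camera adjusted p 1.5e-07). Their medians were 0.32 in DTP against Control (adjusted p 0.669) and -0.30 in LR against DTEP (adjusted p 0.354), and the last became 0.0267 without DTEP replicate 1, -0.11 without LR replicate 1 and -0.56 without DTEP replicate 3. Of the 13 list results past an adjusted p of 0.05 by camera, 12 held under fry, the exception being MYC targets in LR against DTEP (fry adjusted p 0.0822). Median-of-ratios scaling moved the median of all genes by 0.0360 in DTP against Control, -0.10 in DTEP against DTP and 0.0309 in LR against DTEP. List changes under it are relative to those shifts.

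**Figure D2:**
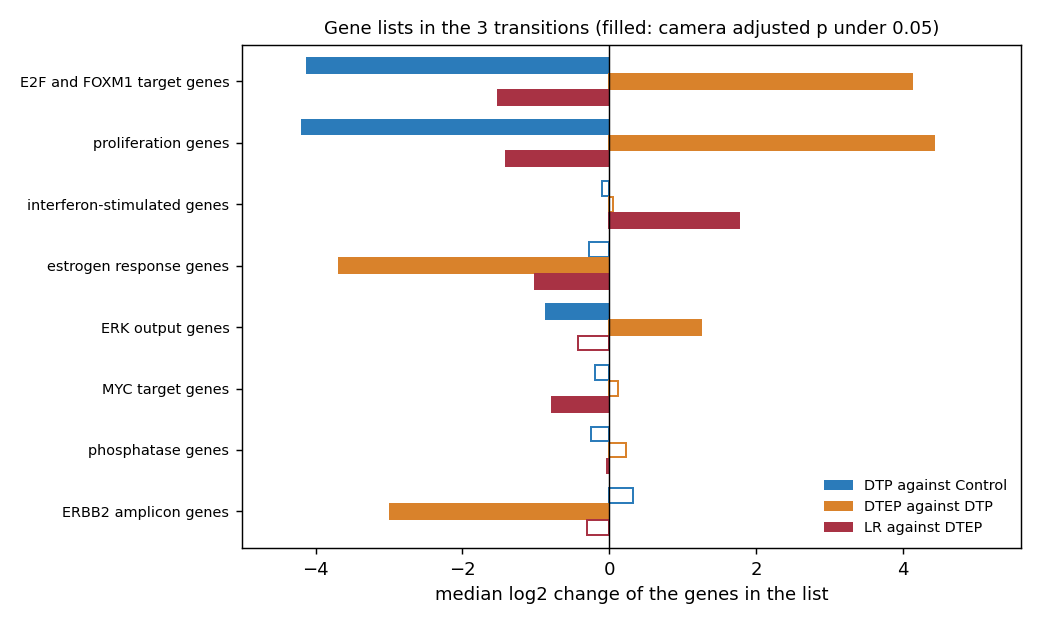
Median log2 change of 8 gene lists in the 3 successive transitions, with filled bars where camera gave an adjusted p below 0.05 and open bars elsewhere (the open bar of phosphatases in LR against DTEP, at -0.03, is too narrow to look open). Proliferation genes have medians of -4.18, 4.42 and -1.41, and interferon-stimulated genes a median of 1.76 from DTEP to LR.

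The study followed phosphatases lowered in DTP and raised in DTEP cells. Of 174 listed phosphatase genes, 140 were tested, 9 were called lower in DTP and 10 higher in DTEP than DTP. The number in both was 6, and it was also 6 when adjusted over the list alone. These were CDC25A, CDC25C, DUSP6 and SYNJ1, which the study chose on these libraries, so that the list-alone count is not independent evidence for them, and CDKN3 and DUSP4, named after their values were seen. The count was 6 under every alternative except an absolute log2 change above 1, which gave 19. As a list, phosphatases did not pass camera in any transition (medians -0.25, 0.23 and -0.03, adjusted p 0.129, 0.409 and 0.703), while fry passed the first 2 (adjusted p 0.000963 and 0.000839). The third median became 0.0125 under median-of-ratios scaling and 0.0168 with a filter at a mean of 5, and ran from -0.0657 to -0.00647 with single libraries left out. Median-of-ratios scaling moved the median of all genes in LR against DTEP by 0.0309. That shift is enough by itself to change the sign of a median of -0.0262.

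DUSP6 (Entrez 1848, chromosome 12, 89347235 to 89352501) had 18.8 ± 1.83 normalised read counts in Control, 2.35 ± 0.540 in DTP, 137 ± 94.6 in DTEP and 46.0 ± 19.8 in LR cells (SD, n = 3). Its log2 change was -2.57 in DTP against Control (SE 0.56, limma adjusted p 0.00231) and 4.98 in DTEP against DTP (SE 0.56, limma adjusted p 8.41e-06). The DTEP values were 170, 211 and 30.5 in replicates 1, 2 and 3, and those of LR were 39.7, 30.2 and 68.2, so that 2 of 3 DTEP libraries lay above every other library and the third lay within the LR range. The last DTEP and the last LR value differ from those the study shows for this gene. The deposited values, which are whole reads, are used here, and the place of DTEP replicate 3 and the LR against DTEP result below depend on them. The change from DTEP to LR was -1.23 (SE 0.56, limma adjusted p 0.141) and was not called. That call rests on 1 library, since without DTEP replicate 3 the change was -2.10 (limma adjusted p 0.000222), with the range of adjusted p over all alternatives from 0.000222 to 0.423. The DTEP mean was 2.98 times the LR mean, or 4.14 times without DTEP replicate 3.

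CDC25A (Entrez 993, chromosome 3, 48157146 to 48188417) changed by -3.63 and then 3.69 on the log2 scale (limma adjusted p 4.13e-05 and 1.2e-05). CDC25C (Entrez 995, chromosome 5, 138285265 to 138338355) changed by -2.78 and 4.26 (limma adjusted p 3.14e-05 and 3.15e-07). SYNJ1 (Entrez 8867, chromosome 21, 32628759 to 32728394) changed by -2.48 and 2.80 (limma adjusted p 4.53e-05 and 5.62e-06). All 3 had non-overlapping groups in both transitions, and none was called in LR against DTEP. CDC25A in DTEP replicate 3 was 20.5 normalised read counts, against 70.7 and 80.7 in replicates 1 and 2. DUSP4 fell from 402 ± 2.35 to 38.4 ± 2.09 and rose to 271 ± 94.2 normalised read counts (SD, n = 3), and CDKN3 from 34.99 ± 1.46 to 1.41 ± 0.376 and to 69.8 ± 39.7. DUSP1 was not called in any transition, with log2 changes of -0.03, -0.13 and 1.01 (limma adjusted p 0.976, 0.855 and 0.237), and the sign of the first 2 changed under some alternatives (to 0.107 without DTP replicate 2 and 0.37 without DTEP replicate 3). The third change ran from 0.244 to 1.75 with single libraries left out (limma adjusted p from 0.0498 to 0.739). Its LR values were 97.0, 291 and 35.1 normalised read counts in replicates 1, 2 and 3.

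**Figure D3:**
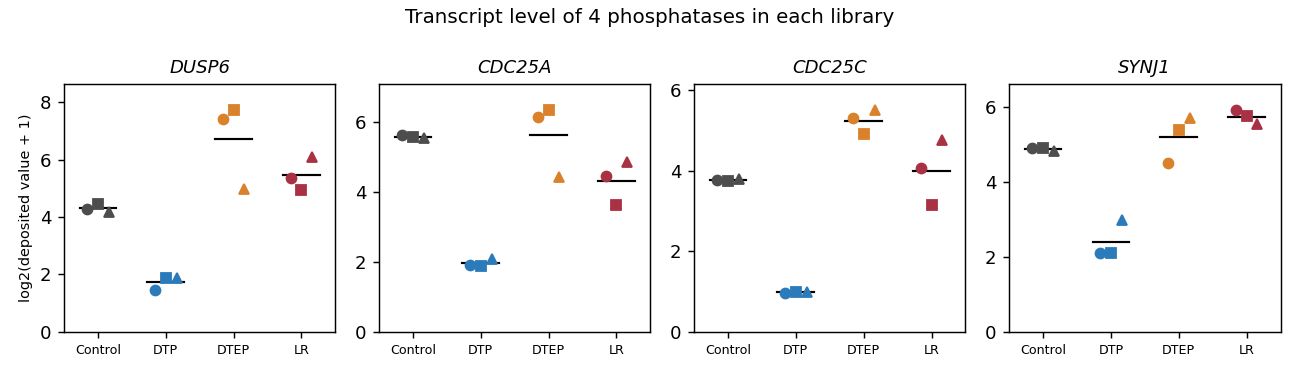
Level of 4 phosphatase genes in each library, as log2(normalised read count + 1), with circles, squares and triangles for replicates 1, 2 and 3 of a group and lines for their mean. DUSP6 in DTEP replicate 3 (30.5) lies among the LR libraries (30.2 to 68.2), and replicates 1 and 2 (170 and 211) above them.

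The ERBB receptors and neuregulins were examined because the cells are driven by HER2. ERBB2 (Entrez 2064, chromosome 17, 39688094 to 39728658), which encodes HER2, had 6526 ± 266 normalised read counts in Control, 8545 ± 611 in DTP, 1627 ± 437 in DTEP and 1774 ± 190 in LR cells (SD, n = 3). The change from DTP to DTEP was -2.42 on the log2 scale (SE 0.23, limma adjusted p 1.86e-06), and from Control to LR it was -1.88 (limma adjusted p 1.68e-05), with every library lower. EGFR (Entrez 1956, chromosome 7, 55019017 to 55211628) fell from 20.4 ± 1.80 to 3.29 ± 1.35 in DTP and to 0.636 ± 0.647 in DTEP. Its change from DTP to DTEP (-1.42, limma adjusted p 0.00115) passed the threshold on the change only with a pseudocount of 0.1 (-2.59), in edgeR (-2.42) and in DESeq2 (-2.50). ERBB3 (Entrez 2065, chromosome 12, 56080108 to 56103505) had 384 ± 10.98 in Control and 1090 ± 55.1 in LR, a log2 change of 1.503 (SE 0.28, limma adjusted p 0.000505), with 3 of 3 LR libraries above every Control library. In DTEP it was 471 and 511 in replicates 1 and 2, and 1211 in replicate 3. ERBB4 (Entrez 2066, chromosome 2, 211375717 to 212538802) rose from 7.08 ± 1.56 in DTP to 81.1 ± 69.8 in DTEP (log2 change 3.01, SE 0.75, limma adjusted p 0.00344). NRG3 (Entrez 10718, chromosome 10, 81875194 to 82987179) rose from 2.37 ± 0.674 in DTP to 30.2 ± 11.6 in DTEP and 48.2 ± 18.1 in LR (log2 change from DTP to DTEP 3.16, SE 0.31, limma adjusted p 3.04e-06). NRG1 had 0 reads in all 12 libraries, NRG4 had at most 1 read per library and NRG2 at most 5, so these neuregulins were not detectable at this depth or nearly so. No receptor or neuregulin was called in LR against DTEP.

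**Figure D4:**
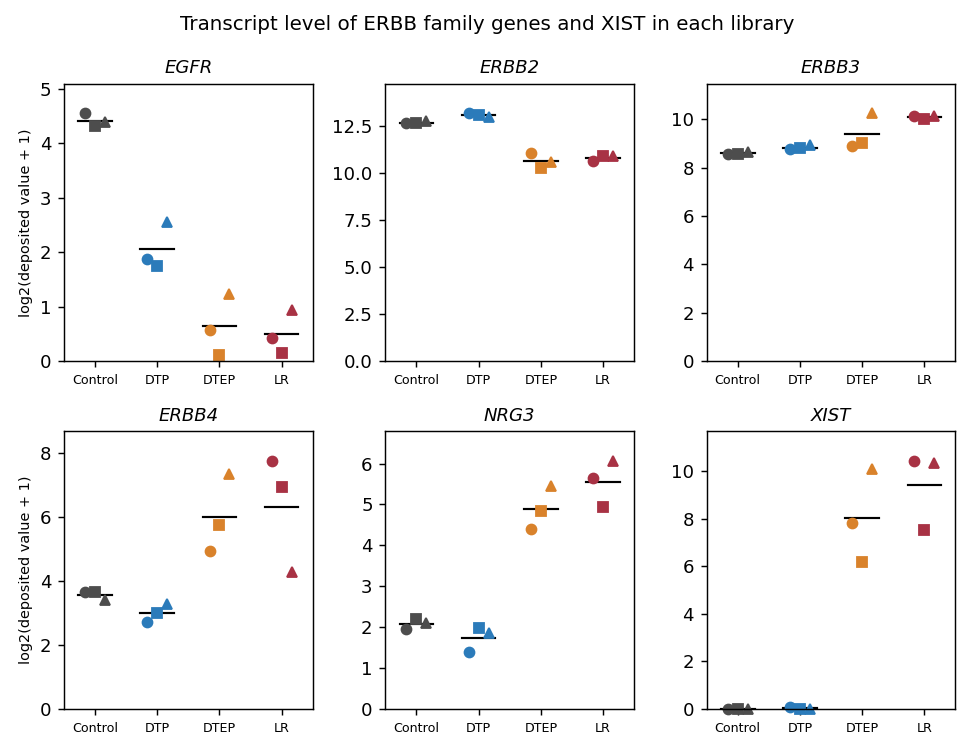
Level of ERBB receptors, NRG3 and XIST in each library, as log2(normalised read count + 1), with circles, squares and triangles for replicates 1, 2 and 3 of a group and lines for their mean. ERBB2 lies lower in every DTEP and LR library than in every Control and DTP library, and XIST, chosen after its values were seen, is at 0 in Control and at 71.6 or more in each DTEP and LR library.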

Values the study reported

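At an absolute log fold change above 2 and a Benjamini-Hochberg adjusted p below 0.05, the study reported 144 genes raised and 517 lowered from control to DTP cells. From DTP to DTEP cells it reported 1169 raised and 930 lowered genes. From DTEP to LR cells it reported 16 raised and 28 lowered genes.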

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

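The 13 counts of genes were each recomputed under 25 alternatives, and 266 of the 325 values stayed within 1.5 times the value reported. A pseudocount of 0.1 gave 367 higher and 814 lower genes in DTP than Control, 1675 lower in DTEP than DTP, 60 higher and 264 lower in LR than DTEP, 1399 lower in DTEP and 1718 lower in LR than Control, and 234 genes higher in DTP and then lower in DTEP. A pseudocount of 0.5 gave 114 lower in LR than DTEP and 134 higher and then lower. A smaller pseudocount shrinks the changes of low genes less, so more of them pass a log2 change of 2. Without a filter, 32 genes were lower in LR than DTEP, with 20381 genes tested.

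edgeR on the recovered reads called 449 higher and 838 lower genes in DTP than Control, 1694 lower in DTEP than DTP, 66 higher and 539 lower in LR than DTEP, 984 higher and 1380 lower in DTEP than Control, and 1055 higher and 1713 lower in LR than Control. It called 514 genes lower and then higher, and 266 higher and then lower. DESeq2 called 475 higher in DTP than Control, 1796 lower in DTEP than DTP, 74 higher and 624 lower in LR than DTEP, 933 higher and 1417 lower in DTEP than Control, 1724 lower in LR than Control, 488 lower and then higher and 284 higher and then lower. Of the 94 genes called in LR against DTEP, edgeR kept 90 and DESeq2 83. The cause of the larger counts was not tested, although neither tool adds 1 to the values.

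An absolute log2 change above 1 gave 1274 higher and 2179 lower genes in DTP than Control, 3091 and 2694 in DTEP than DTP, 200 and 345 in LR than DTEP, 2083 and 2256 in DTEP than Control, and 2336 and 2699 in LR than Control. It gave 1293 genes lower and then higher, 742 higher and then lower, and 19 phosphatases lower and then higher, by its construction. Only the 6 libraries compared gave 0 and 0 in LR against DTEP, where 33 and 77 genes passed an unadjusted p below 0.05. The other 4 comparisons called 678, 2089, 1457 and 1768 of the same genes. The variance of DTEP and LR libraries is larger than that of Control libraries, which the fit of all 12 libraries averages.

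Leaving out each of the 12 libraries gave from 21 to 92 higher and from 4 to 214 lower genes in LR than DTEP, the lowest without DTEP replicate 2 and the highest without DTEP replicate 3. The other 11 counts stayed within 1.5 times. Of 18 pairs of libraries with the same replicate number, the deviations from the group mean had r above 0.1 in 2 and below -0.1 in 6 (range -0.441 to 0.359, across genes). Both values above 0.1 were of DTP with DTEP, at 0.359 for replicate 1 and 0.335 for replicate 3, against -0.0046 for replicate 2. This check neither shows nor excludes that the replicate numbers pair the libraries. With the replicate block the counts were 139 and 538, 1122 and 969, 29 and 51, 612 and 853, and 694 and 1076. TMM rescaling moves nothing because the deposited values already carry these factors, so it is no test of stability. Median-of-ratios scaling moved the share of lower calls by less than 5 percentage points in each comparison. The change of log2 group means, added after seeing the data, gave 144 and 517, 1178 and 930, and 34 and 80 genes in the 3 transitions.

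Of 528 list values, 516 kept their direction and side of the threshold, and 12 changed. With the filter at a mean of 5, ERK output genes had medians of -0.86 (camera adjusted p 0.131) and 1.68 (0.0916) in the first 2 transitions, with fewer genes tested, and the phosphatase median in LR against DTEP became 0.0168. Under median-of-ratios scaling that phosphatase median was 0.0125, with the median of all genes moved by 0.0309. fry moved phosphatases past the threshold in the first 2 transitions (medians -0.25 and 0.23, adjusted p 0.000963 and 0.000839) and MYC targets in LR against DTEP under it (-0.78, adjusted p 0.0822). Across the 12 fits that each left out a library, ERK output medians ran from -0.89 to -0.81 in DTP against Control and from 0.88 to 1.88 in DTEP against DTP, MYC target medians from 0.0288 to 0.47 in DTEP against DTP, and ERBB2 amplicon medians from -0.56 to 0.0267 in LR against DTEP. The cause was not tested for any of these.

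Of 1630 values of named genes, 1591 kept both, 9 were weaker, 18 stronger and 12 reversed. DESeq2 gave no adjusted p for 2 more, TCN1 and HSPB8 in LR against DTEP. DUSP1 in DTP against Control was 0.0191 under median-of-ratios scaling and 0.0334 in DESeq2, and ran from -0.15 to 0.11 across the fits that left out a library. Median-of-ratios scaling moved the median of all genes in that comparison by 0.0360, against a main DUSP1 change of -0.0275. DUSP1 in DTEP against DTP was 0.00942 in edgeR and 0.00787 with the change of log2 group means, and ran from -0.41 to 0.37. In LR against DTEP, EGFR ran from -0.39 to 0.17, ERBB2 from -0.0230 to 0.36 and ERBB4 from -0.40 to 1.34 across those fits. All of these changes were within their spread, and the cause of the reversals was not tested. The depth limits EGFR in DTEP and LR, where 2 to 24 reads per library lie behind each value.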

Other observations

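The tests of the splits and of the spread of shares were fixed before their results were seen, and the other tests below were chosen only after the results they bear on were seen.

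In LR against DTEP, 31 genes were higher and 63 were lower here. Both counts are higher than those quoted from the study above.

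For each of the 5 comparisons, 1 of the 10 splits of the 6 libraries into 3 and 3, the real split, gave as many genes called. The most calls in any other split were 50 in LR against DTEP and 0 in each of the other 4 comparisons. With 10 splits the share cannot go below 0.1, so the design is too small for this test to exclude that the split arose by chance.

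The DTEP libraries lay between the earlier groups and LR for transcripts lost in LR. There were 56 genes with a mean of at least 50 in Control and in DTP and at most 1% of that in LR. Their median level, relative to the DTP mean, was 12.3% in DTEP replicate 1, 4.81% in replicate 2 and 0.633% in replicate 3, against 0.0529% to 0.152% in the LR libraries. TCN1, chosen by the rule for named genes, is an example, and so are ESR1 (150.5 ± 1.94 in Control, 16.7, 6.88 and 0.842 in DTEP, 0.153 ± 0.0854 in LR), PGR (1179 ± 135 in Control, 147, 60.4 and 11.8 in DTEP, 2.45 ± 1.90 in LR) and VIM (58.3 ± 0.999 in Control, 10.7, 3.67 and 0.112 in DTEP, 0 reads in LR), which were chosen after their values were seen. A candidate explanation is a mixed sample, in which the DTEP libraries hold a falling share of RNA from cells with the Control or DTP profile. It predicts one share per library, and 55 of the 56 genes ranked DTEP replicate 1 above replicate 2 above replicate 3, where a random order would give 16.7%. A gradual silencing of these genes that had gone furthest in replicate 3 would give the same order, so the order does not separate the 2. The spread of the shares leaves mixing open as well. The SD of log2(DTEP/DTP) over these genes was 0.77, 0.97 and 1.35 in the 3 libraries, below the 0.88 of log2(DTP/Control) in 1 of the 3 and above it in the others. The SD of log2(DTEP/Control) was 1.31, 1.32 and 1.49, above 0.88 in all 3. A yardstick of 0.88 is wide, since a DTP library differed from the mean of the other DTP libraries by an SD of 0.107 to 0.341 over the same genes, and no DTEP library is that close to a single share of either profile. Expression of these genes by the other DTEP cells besides such a share would widen the spread, so mixing as a part of the level is not excluded. Mixing cannot be the source of the DUSP6 level in DTEP replicates 1 and 2, because the lower of them, 170, lies above every Control, DTP and LR library, the highest of which is 68.2. Mixing does not account for DTEP replicate 3, at 30.5, either. The upper quartile of its shares over the lost genes, 0.998%, would bring at most 0.208 from the highest Control or DTP library (20.8), and diluting 170 to 30.5 with RNA of the DTP profile would take a share of 82.9%. A biological difference between the DTEP plates also stays open and was not tested.

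DTEP replicate 3 lay closer to the LR libraries (r 0.971 to 0.986 across genes) than to the other DTEP libraries (r 0.934 to 0.962). A mislabelled LR library would carry the interferon-stimulated transcripts of LR cells. Of 31 such genes at 1 or more in all LR libraries, 28 lay in DTEP replicate 3 below every LR library, while an LR library lay below the other LR libraries for at most 19. The tables therefore argue against that mislabelling. DTEP replicate 3 may be further along toward the LR state, a hypothesis for which there is no independent measure here.

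Some transcripts went from absent to abundant between DTP and DTEP. XIST (Entrez 7503, chromosome X, 73820656 to 73852714), the RNA of the inactive X chromosome, chosen after its values were seen, had 0 reads in the 3 Control libraries and 1 read in the 3 DTP libraries together, but 225, 71.6 and 1090 normalised read counts in DTEP and 1370, 183 and 1278 in LR. In LR against Control this is at least 5785-fold higher. In all, 25 genes had at most 3 reads in each Control and DTP library and at least 10 normalised read counts in each DTEP and LR library. Among them TMCO1, chosen after its values were seen, had 0 reads in the Control and DTP libraries and means of 182 and 146 in DTEP and LR. In DTP against Control, 0 genes turned on and 0 turned off by the same limits on group means. In DTEP 48 turned on and 4 off against Control, and 67 on and 1 off against DTP. In LR against Control 49 turned on and 183 turned off. At most 4 of the 183 were off in DTEP by these limits, but most had already fallen there, since only 8 genes turned off in LR against DTEP (and 0 on), which takes a DTEP mean of 10 or more. The ERBB2 amplicon changed with them. Of 16 amplicon genes at 50 or more in Control, 15 were lower in every DTEP and LR library than in every Control and DTP library, with a median fold of Control over LR of 8.33 and MSL1 as the exception (1.26). RPL19, in that region and chosen, like MSL1, after its values were seen, was 7007 ± 293 in Control and 450.4 ± 52.0 in LR, with the uncertainty that its pseudogenes can share its reads. Changes also followed the genome. The r between a gene's change and the mean of its 10 nearest neighbours was 0.377 in LR against Control and 0.406 in DTEP against Control, against 0.259 in DTP against Control (across 10701 genes, highest r in 100 shuffles 0.124, 0.136 and 0.107).

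The normalization is unlikely to make these patterns, since 1 factor per library cannot take a gene from 0 reads to abundant, depth overlapped between the groups, and no gene took more than 3.39% of a library. The 25 genes and the neighbour r of 0.377 are consistent with cells of another origin than the Control cells in the DTEP and LR libraries, or with mislabelled samples, which counts of transcripts cannot tell from a clone of the same line with lost and gained chromosome segments. Outgrowth of a few cells already among the Control cells is another candidate explanation. The Control reads of the 10 most abundant of these genes allow, each by itself, a share of such cells of 0.00511% to 0.470% (median 0.0582%), if those cells held each gene at its LR mean. The lowest limit is that of XIST, and it becomes 0.0264% at the lowest LR level of XIST. A smaller share remains possible, so this test leaves outgrowth open. Reactivation of silenced genes by long treatment is a further biological possibility that the design confounds with time and was not tested. The study states that its cell lines were authenticated by STR profiling, a form of genotyping. It does not say whether the DTEP or LR cells were among those profiled. Genotypes from the reads would separate a different origin from the others, and reads were not analysed here. Until then, the changes of DTEP and LR against the earlier groups, including those of DUSP6, ERBB2 and NRG3, cannot be assigned to adaptation of the same cells.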
